A study of Mus musculus with 9 samples. Its data were reported in "Coordination of two enhancers drives expression of olfactory trace amine-associated receptors" (2021).

How the data were processed

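RNA sequencing was performed on the whole main olfactory epithelium (MOE) of mice at postnatal day 14. The 9 libraries came from a line in which TAAR enhancer 2 was deleted by CRISPR-Cas9 genome editing, with 3 wild-type (WT), 3 heterozygous (het) and 3 homozygous (homo) libraries. Genotype and replicate number were taken from the sample labels, and all table columns were matched to a library by name. The labels give no sex, and animals of both sexes were used.

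According to the methods, total RNA was made into strand-specific libraries with polyA selection, and reads were mapped to the mouse genome build mm10 with Hisat2. The authors deposited raw read counts per gene symbol, obtained with featureCounts from the Subread package. The gene annotation release, the strand option and the treatment of reads mapping to several genes are not stated, so genes that share sequence with a close copy carry uncertain counts. The authors also deposited a signal in the form of normalized counts, made with DESeq2 by dividing each raw count by a single size factor per library. This description was checked: the ratio of raw to normalized value was constant within each library, and the recomputed median-ratio size factors, from 0.806 to 1.28, matched. There are 24421 genes with raw counts and 23129 with normalized counts. The 1292 genes found only among the raw counts are 1180 microRNA genes, 110 small nucleolar RNA genes and 2 genes whose symbols start with Rn. Among the symbols, 27 look like calendar dates and 4 entries share 2 symbols, and none of these is named in the text.

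Total counts per library ranged from 20527992 to 32262005, with a median of 26174388. A count of 3, used as the floor below which a level is not given as a fold, corresponds to between 0.0928 and 0.147 CPM (counts scaled to a common library size). The floor covers counting error only, because reads without molecular identifiers are not independent molecules.

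Differential expression was tested on the raw counts with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and 1 spread estimate shared by all 9 libraries. Genes with at least 10 counts summed over the 9 libraries were tested, which left 19775 genes. A gene was called where the Benjamini-Hochberg adjusted p-value was under 0.05 and the fold change was over 1.5 in either direction. A test over both genotype coefficients, with no fold-change limit, asked for any difference between genotypes. The common dispersion was 0.0545, a biological coefficient of variation of 23.3%. Standard errors (SE) of log2 fold changes came from the fitted model and include the spread between libraries, and none is given where a group has no count at all. Where every library of a group was at or under 3 counts, the fold was computed against 3 counts and is given as a lower bound. Two-sided tests were used throughout. The groups share replicate numbers, which the labels do not explain. The paper states that the genotypes were littermates but does not tie the numbers to litters. Pairing was therefore judged from the correlation of deviations from the group means over 15006 genes. For the same number it was 0.702, 0.456 and 0.533 between WT and het, 0.827, 0.402 and 0.279 between het and homo, and 0.577, 0.374 and −0.054 between WT and homo. With a limit of 0.1 for every pair, the numbers were taken to pair het with each of the other groups, but not WT with homo. The main tests left this pairing out, and the replicate block was run as an alternative. Between het and homo, some different numbers correlated more than the same ones. The value was 0.602 for het replicate 2 with homo replicate 3 and 0.565 for het replicate 3 with homo replicate 2. For numbers 2 and 3 the pairing of het with homo is therefore not specific to the number.

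The 14 olfactory Taar genes formed a list, for which calls were also counted with p-values adjusted over the list alone. Their summed level was expressed as CPM on TMM effective library sizes and compared by an exact permutation test, and its trend over the ordered genotypes by an exact Jonckheere-Terpstra test over all 1680 assignments of the libraries. The summed row was also fitted in edgeR. The het level was compared with the arithmetic mean of WT and homo in the same fit, with the SE from the delta method. Odorant receptor (OR) genes were the 1125 genes whose symbols start with Olfr, 20 of them annotated as pseudogenes, and 1088 were tested. They were tested as a set with camera in limma 3.58.1 at a preset correlation of 0.01, and again with an estimated correlation and with fry.

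The genes, tests, designs and the first set of alternatives were chosen before the data were examined. The genes named are the olfactory Taar genes with Taar1 and Taar7c, the 5 neighbouring genes Slc18b1, Vnn1, Vnn3, Stx7 and Moxd1, and the 10 control genes Olfr1507, Olfr578, Olfr552, Gnal, Adcy3, Cnga2, Ano2, Rtp1, Rtp2 and Omp. Up to 5 further genes past the threshold in each comparison, those with the smallest p-values, could also be named. Taar7c was not analysed here. Marker lists of mature and immature neurons, basal, sustentacular, ciliated, secretory and blood cells and of sex were fixed with them. A list of 12 inflammation genes was fixed later, before its values were looked at.

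The alternatives were the DESeq2 1.42.0 Wald and likelihood ratio tests, limma-voom, median-ratio (RLE) scaling or library totals in place of TMM, and the filterByExpr filter or no filter. Further alternatives were a fit of only the 2 genotypes compared, the replicate number as a block, the Xist level as a covariate, no fold-change limit, and leaving out each library in turn. After seeing the data, 4 more were chosen: a batch term for replicate number 1, only the genes kept in the normalized table, the newer quasi-likelihood estimate of edgeR and its robust version.

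Gene coordinates, GC content and transcript lengths were taken from GENCODE release M21, which uses the GRCm38 assembly (mm10), and 95.4% of the genes in the raw table matched it by symbol. Shared sequence was measured as the percent of 50-base windows of a Taar transcript found in no other gene's transcripts on either strand. Calculations outside R used numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

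The code was tested on simulated data drawn for 19775 genes from the real means, library sizes and dispersions, with 200 genes changed by known folds and the 1088 OR genes raised by 0.2 on the log2 scale. The edgeR test recovered 82.5% of the 200 genes and called 7 unchanged genes. DESeq2 recovered 91.5% and called 36 unchanged genes, and limma-voom recovered 82.5% and called 3. The any-genotype test recovered 70.0% and called 5. The true fold lay within the normal 95% interval around the fitted value for 95.0% of the 200 genes. The OR genes were left out of the counts of unchanged genes because they had been changed in the simulation, and this was decided after a first run. Of them, 8 were called by DESeq2 and 0 by edgeR, with a fitted median of 0.19 and a camera p of 7.86e-07. For the additive comparison, 6.00% of 200 genes simulated as additive had an unadjusted p under 0.05.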

Results

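Gene expression in the main olfactory epithelium (MOE), the tissue of the nasal cavity that holds the olfactory sensory neurons (OSNs), was measured by RNA sequencing in 9 mice at postnatal day 14. The mice were wild-type (WT), heterozygous (het) or homozygous (homo) for a deletion of TAAR enhancer 2, with 3 libraries per genotype. Trace amine-associated receptors (TAARs) are a small family of olfactory receptors encoded by the Taar genes, and most other OSNs express an odorant receptor (OR) gene. TAAR enhancer 2 is a regulatory element between Taar6 and Taar7a. In mm10 the Taar cluster, from Taar1 to Taar9, lies on chromosome 10 from 23920356 to 24109534, and the intergenic interval between Taar6 and Taar7a runs from 23985647 to 23992404, a length of 6.76 kb. The coordinates of the deleted sequence itself were not used here. Total counts were 20527992, 32262005 and 27875736 in WT replicates 1, 2 and 3. They were 21276029, 26174388 and 24905135 in the het replicates, and 22292647, 27623953 and 26522039 in the homo replicates. The libraries of replicate number 1 lay apart from the others in all 3 genotypes. In a fit with genotype in the model, 1771 genes differed between replicate number 1 and the other numbers at the threshold used below, and 0 of these were olfactory Taar genes. Values within these sets of libraries are therefore given for the summed receptor levels.

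The deleted element is not a gene, so its loss cannot be read from the counts. Taar6, the gene on one side of it, had 134, 214 and 170 raw counts in the WT libraries, 96, 117 and 132 in het, and 14, 17 and 20 in homo. Scaled for depth, the genotypes did not overlap. In CPM (counts scaled to a common library size), Taar6 ranged from 6.27 to 6.62 in WT, from 4.42 to 5.23 in het and from 0.610 to 0.743 in homo.

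The first comparison asked which genes need TAAR enhancer 2. In homo against WT, 4 of 19775 genes passed the threshold (adjusted p under 0.05 by the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, and a fold change over 1.5). All 4 were lower in homo and all 4 were olfactory Taar genes. At an unadjusted p under 0.05 there were 682 genes, where 989 would be expected by chance. Under limma-voom, or in a fit of only the 2 genotypes, the number fell to 1 gene, Taar6. The number was also 1 when WT replicate 2, WT replicate 3, het replicate 2, het replicate 3, homo replicate 2 or homo replicate 3 was left out. It was 2 without homo replicate 1 (Taar5 and Taar6), 3 without WT replicate 1 (Taar3, Taar6 and Taar9) and 4 without het replicate 1.

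Taar6 (chromosome 10, 23984609 to 23985646, minus strand) fell from 164 ± 5.07 normalized counts in WT to 16.7 ± 1.79 in homo (SD, n = 3 each). The log2 fold change was −3.29 (SE 0.18), with an edgeR adjusted p of 3.22e-04. Across the alternatives the adjusted p for Taar6 ranged from 3.6e-30 under DESeq2 to 0.0150. Taar7a (23992405 to 23993481, minus strand), on the other side of the element, fell from 84.9 ± 14.1 to 16.6 ± 1.24 normalized counts, a log2 fold change of −2.34 (SE 0.25, edgeR adjusted p 0.0233). Taar9 (24108488 to 24109534, minus strand), at the far end of the cluster, fell from 73.2 ± 18.7 to 6.83 ± 2.20, a log2 fold change of −3.41 (SE 0.34, edgeR adjusted p 0.0203). Taar3 (23949558 to 23950589, plus strand) had 40.1 ± 9.18 normalized counts in WT and 1, 1 and 2 raw counts in the homo libraries. It was at least 13.4-fold lower in homo, with an edgeR adjusted p of 0.0203. All 4 genes are annotated as protein-coding.

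Taar5 (23970706 to 23971719, plus strand) fell by a similar factor, from 55.6 ± 9.17 to 5.95 ± 4.75 normalized counts (SD, n = 3), a log2 fold change of −3.27 (SE 0.47). Its edgeR adjusted p was 0.201 and did not pass. The homo libraries held 10, 3 and 4 raw counts of Taar5, and the size of the fall depended on single libraries. The log2 fold change of Taar5 was −4.10 without homo replicate 1 and −2.91 without homo replicate 2. Leaving out homo replicate 1 brought its edgeR adjusted p to 0.0347, and under DESeq2 it was 5.44e-07, within a range over the alternatives from 5.44e-07 to 1. The DESeq2 Wald test called 6 genes: Taar3, Taar5, Taar6, Taar7a, Taar9 and Lrrc26. Lrrc26 is outside the genes chosen beforehand and was named after its values were seen. Its log2 fold change was −0.74 with a DESeq2 adjusted p of 0.00202, and −0.73 (SE 0.13) with an edgeR adjusted p of 1.

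Of the 14 olfactory Taar genes, 4 passed with adjustment over all genes and 10 with p-values adjusted over the list alone. Besides Taar5 and the 4 genes above, these were Taar4, Taar7f and the 3 Taar8 genes (Taar8a, Taar8b and Taar8c), all lower in homo. The log2 fold change was −0.86 (SE 0.30) for Taar4, −1.18 (SE 0.34) for Taar7f and −2.44 (SE 0.62) for Taar8b. Taar4 did not pass over the list when WT replicate 1, homo replicate 1 or homo replicate 3 was left out. Taar8a and Taar8c had 0 counts in all 3 homo libraries. The WT libraries held 10, 9 and 6 raw counts of Taar8a and 3, 5 and 8 of Taar8c, so that Taar8a was at least 2.79-fold lower and Taar8c at least 1.68-fold lower, taken against the floor of 3 counts per library. The other 4 genes changed by less than 1.5-fold. Their log2 fold changes were −0.41 (SE 0.20) for Taar2, 0.05 (SE 0.26) for Taar7b, 0.10 (SE 0.24) for Taar7d and −0.31 (SE 0.21) for Taar7e, and none passed, at an unadjusted edgeR p of 0.0674 or more. For Taar2, the gene with that p, the libraries did not overlap, with 62.7 to 75.7 normalized counts in WT and 44.5 to 55.1 in homo. The signs of Taar7b and Taar7d were not fixed. Without WT replicate 1 the values were −0.14 and −0.036, and without homo replicate 2 they were −0.036 and −0.097. Without homo replicate 3 Taar7b was −0.027. The Taar7 and Taar8 genes are close copies. Between 27.5% (Taar8c) and 70.5% (Taar7d) of their 50-base windows are found in no other gene, so counts of single members are uncertain. Taar1, which is not an olfactory receptor, had 1 count in all 9 libraries together and was not tested.

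**Figure D1:**
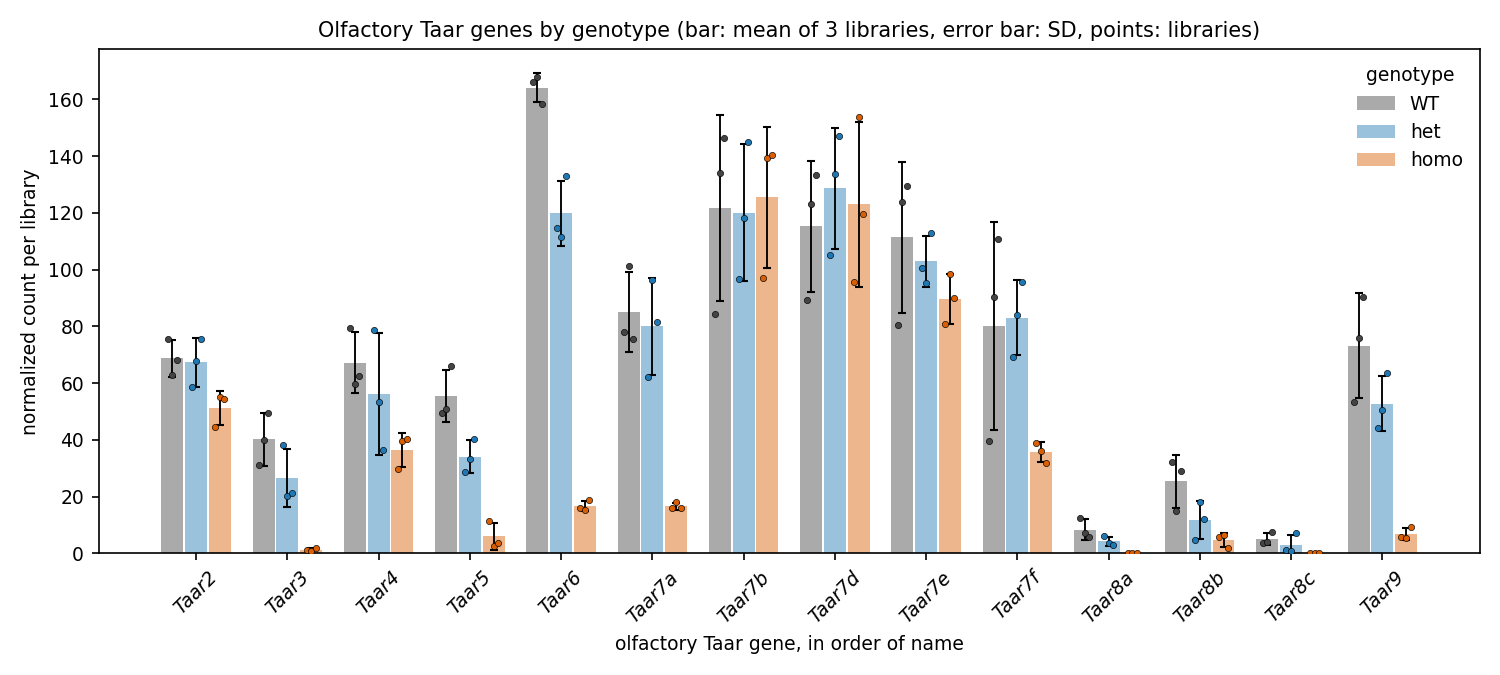
Level of each of the 14 olfactory Taar genes, as normalized counts, in each WT, het and homo library, with the mean and SD of 3 libraries per genotype. Taar6 lies at a mean of 164 in WT, 120 in het and 16.7 in homo, while Taar7b lies at 122, 120 and 125.

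**Figure D2:**
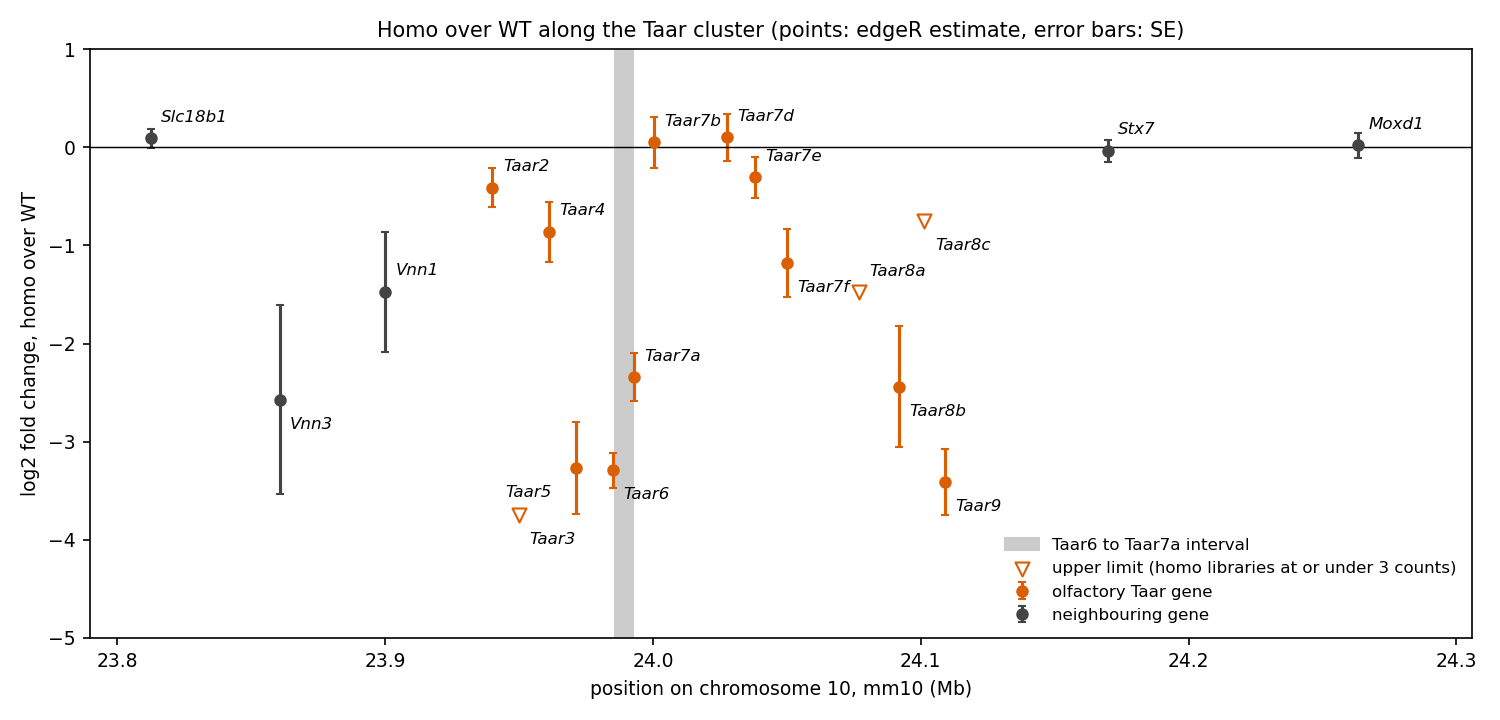
Log2 fold change of homo over WT against mm10 position on chromosome 10 for the olfactory Taar genes and their neighbours, with error bars of 1 SE and upper limits for genes whose homo libraries all held 3 counts or fewer. Falls occurred on both sides of the interval between Taar6 and Taar7a, from Taar3 to Taar9, and Taar7b, next to Taar7a, stood at 0.05.

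The second comparison asked what the loss of 1 copy of the element does. In het against WT, 0 genes passed the threshold, and 0 olfactory Taar genes passed with p-values adjusted over the list alone. An unadjusted p under 0.05 was reached by 253 genes, where 989 would be expected by chance. With fewer small p-values than chance gives, a count of 0 does not show that no gene changed. Of the 14 olfactory Taar genes 12 were lower in het, 5 of them by over 1.5-fold. The count of 5 rested on single libraries. Without WT replicate 3, Taar3 (−0.45), Taar5 (−0.56) and Taar8c (−0.31) were within 1.5-fold. Without het replicate 2, Taar3 (−0.43) and Taar8c (−0.24) were. The sign of Taar2, Taar7a, Taar7b and Taar7f, all between −0.09 and 0.04, changed when single libraries were left out. Taar6 stood at 120 ± 11.5 normalized counts in het (SD, n = 3), a log2 fold change of −0.46 (SE 0.16) and an unadjusted edgeR p of 0.0185. Its edgeR p adjusted over the list alone was 0.259. The count of 0 genes held under every alternative and every library left out.

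Between homo and het, Taar6 was the 1 gene past the threshold, with a log2 fold change of −2.83 (SE 0.18) and an edgeR adjusted p of 0.00118. At an unadjusted p under 0.05 there were 131 genes, where 989 would be expected by chance. Taar3, Taar7a and Taar9 each had an edgeR adjusted p of 0.0553, just above the limit, and 8 olfactory Taar genes passed with p-values adjusted over the list alone. With the replicate number as a block the count was 3 genes (Taar6, Taar7a and Taar9). DESeq2 moved it most, to 5 genes. The test for any difference between the 3 genotypes also gave 1 gene, Taar6 (edgeR adjusted p 0.00111), with 274 genes at an unadjusted p under 0.05 and 9 olfactory Taar genes adjusted over the list alone. Under the DESeq2 likelihood ratio test it gave 6 genes.

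The summed level of the olfactory Taar genes asked whether the other members made up for those that fell. It was 40.3 ± 5.19 CPM in WT, 35.2 ± 3.14 in het and 20.4 ± 2.58 in homo (SD, n = 3). The homo level was 50.6% of WT, with an exact permutation p of 0.1, the smallest that 3 against 3 libraries can give. The het level was 87.1% of WT (exact permutation p 0.3). The fitted log2 change of the summed counts was −0.98 (SE 0.14, edgeR p 5.85e-05) for homo against WT, −0.20 (SE 0.14, edgeR p 0.192) for het against WT and −0.78 (SE 0.14, edgeR p 3.32e-04) for homo against het. An exact test of the ordered trend from WT through het to homo gave a p of 0.00952. Leaving out homo replicate 1 moved the homo level most, to 54.1% of WT, and the fitted het value ranged from −0.28 without WT replicate 1 to −0.12 without WT replicate 3. With a batch term for replicate number 1, chosen after seeing the data, the fitted het value was −0.19 and passed (edgeR p 0.0385). Within replicate number 1, with 1 library per genotype, the homo level was 50.8% of WT and the het level 92.5%. In the libraries of the other numbers they were 50.5% and 85.0%. As a share of all reads from olfactory Taar and OR genes, the Taar genes took 1.13 ± 0.14% in WT, 0.905 ± 0.0158% in het and 0.503 ± 0.00629% in homo.

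Whether 1 copy gives the mean of both copies and none was tested in the same fit. The summed het level was 0.21 (log2, SE 0.12) above the mean of WT and homo, which did not pass without a block (edgeR p 0.125). With the replicate number as a block the excess was also 0.21 and passed (edgeR p 0.0208). With a batch term for replicate number 1, chosen after seeing the data, it was again 0.21 (edgeR p 0.0143). Of the 4 genes that had passed in homo, Taar7a lay 0.65 above that mean (SE 0.21, edgeR p 0.0470 adjusted over the 4 genes) and Taar6 0.40 above it (SE 0.15, adjusted p 0.0520). With the block Taar6 passed as well (edgeR adjusted p 0.0445). Taar9 and Taar3 lay 0.39 and 0.34 above it with edgeR adjusted p-values of 0.24 and 0.35. Over the alternatives the adjusted p for Taar7a ranged from 0.0173 to 0.143, and that for Taar6 from 0.0314 to 0.213. Taar7a did not pass when any 1 library was left out other than WT replicate 2 or het replicate 1.

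**Figure D3:**
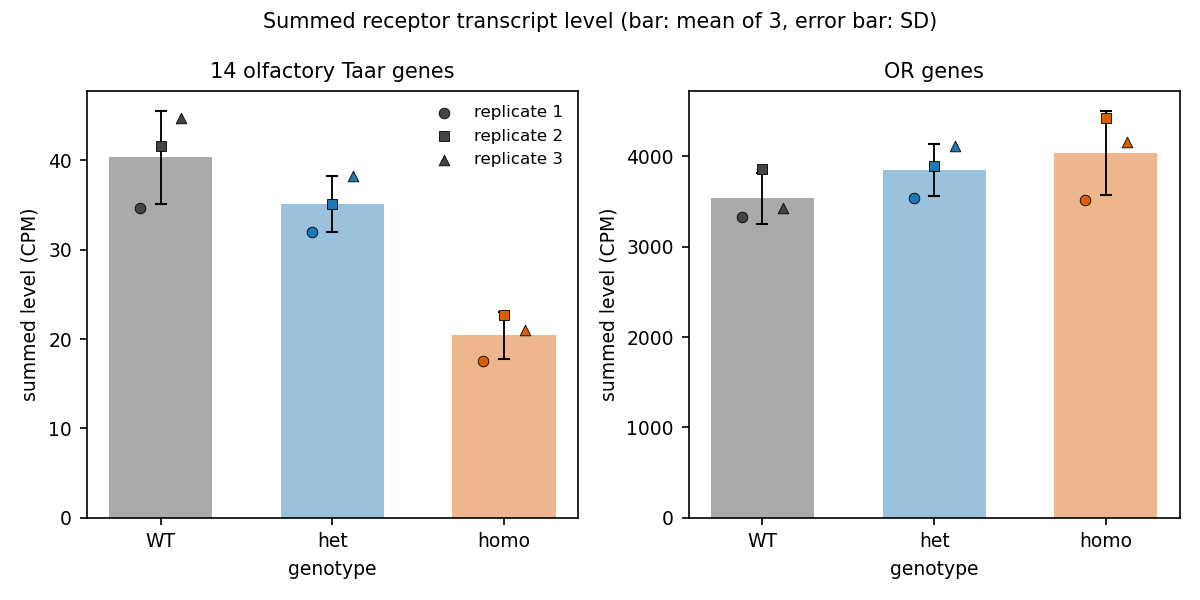
Summed CPM of the 14 olfactory Taar genes and of the OR genes in each library by genotype, with means and SD of 3 libraries. The Taar sum was 40.3 in WT, 35.2 in het and 20.4 in homo, and the OR sum was 3533, 3849 and 4036.

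OR genes were examined because they are expressed by the other OSNs of the same tissue. In homo against WT, 0 of 1088 tested OR genes passed the threshold, and 0 passed with p-values adjusted over the OR genes alone. At an unadjusted p under 0.05 there were 37, all higher in homo, where 54.4 would be expected by chance. As a set the OR genes were shifted upward: the median log2 fold change was 0.21, the quartiles 0.06 and 0.36, and 82.4% were higher in homo. The median was also 0.21 with the 9 genes that had a group at the floor set to their bound. Camera with the preset correlation gave a p of 1.2e-16. This call did not hold with the estimated correlation of 0.133 (p 0.0556) or under fry (p 0.106). The median moved most when single homo libraries were left out, to 0.11 without homo replicate 2 and to 0.31 without homo replicate 1. It was 0.12 in het against WT, where camera gave a p of 3.49e-08, the estimated correlation 0.167 and fry 0.331. The summed OR level was 3533 ± 282 CPM in WT and 4036 ± 466 in homo (SD, n = 3), 114% of WT, with an exact permutation p of 0.2. Within replicate number 1 it was 106% of WT in homo, and in the other numbers 118%.

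The genes beside the Taar cluster were compared to see whether the deletion reached beyond it. Of the 5 neighbouring genes, 0 passed the threshold in homo against WT, each with an edgeR adjusted p of 1, and Vnn1 and Vnn3 had unadjusted p-values of 0.0403 and 0.0276. The log2 fold changes of Slc18b1, Stx7 and Moxd1 were 0.09 (SE 0.10), −0.04 (SE 0.11) and 0.02 (SE 0.13). Vnn3 stood at −2.57 (SE 0.96) and Vnn1 at −1.47 (SE 0.61), and these values rested on WT replicate 3, which held 298 raw counts of Vnn3 and 238 of Vnn1. Without it they were −1.05 and −0.36. Of the 10 control genes, which comprise OR genes and genes of OSN signalling and maturation, 0 passed and 0 had an unadjusted p under 0.05. Their log2 fold changes ranged from −0.09 to 0.37. The highest value, that of Olfr1507, was 0.12 without WT replicate 3 and 0.58 without WT replicate 1. Some genes lay so close to 0 that leaving out 1 library changed their sign. Stx7 was 0.052 without WT replicate 2 and 0.038 without homo replicate 1, and Moxd1 was −0.092 without WT replicate 3 and −0.0021 without homo replicate 3. Olfr578 was −0.057 without WT replicate 2 and −0.16 without homo replicate 1. Olfr552 was 0.016 without homo replicate 3, and Omp was −0.031 without homo replicate 2.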

Values the study reported

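The study reported 6 differentially expressed genes in homozygous TAAR enhancer 2 knockout mice, at a q value below 0.05 and a fold change above 1.5, and 5 of them belonged to the Taar family. Of 14 functional Taar genes, it described 5 as significantly lower in RNA sequencing (Taar3, Taar5, Taar6, Taar7a, Taar9), 5 as tending to be lower and 4 as unaltered. By in situ hybridization in the same line, it reported that cells expressing Taar3 or Taar5 were abolished. Cells expressing Taar4, Taar6, Taar7a, Taar7f, the Taar8 genes or Taar9 were significantly fewer. No change was reported for neighbouring genes or OR genes.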

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

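Of 1367 values computed under the alternatives for 65 results, 1259 kept their direction and their side of the threshold, 40 became weaker, 9 became stronger, 31 changed sign and 28 were counts that moved by over 1.5 times. Counts within 1.5 times of the value in the report are among the 1259, so a count that went from 4 to 3 or from 10 to 8 is too. Among the 47 results on named genes, 29 had no such change under any alternative. The batch term for replicate number 1, the restriction to genes kept in the normalized counts, the newer quasi-likelihood estimate and its robust version were chosen after seeing the data.

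The count of 4 genes in homo against WT, and of 4 olfactory Taar genes among them, was 1 under limma-voom and 1 in the fit of only the 2 genotypes. Both ranged from 1 to 4 across the 9 fits that each left out 1 library. These fits have fewer libraries and so less information on the spread. For limma-voom the cause was not tested. The DESeq2 Wald test gave 6 genes and 5 olfactory Taar genes, and the alternatives in scaling, filter and Xist level gave 4 and 4. Taar6 was called in each of these fits, by edgeR, DESeq2 and limma-voom and without each library, and its log2 fold change ranged from −3.38 to −3.24. With p-values adjusted over the list alone, the count of olfactory Taar genes ranged from 8, under filterByExpr, which removed Taar8a and Taar8c, to 10. The counts of 0 for het against WT, for OR genes and for neighbouring genes held under every alternative run.

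The single gene in homo against het became 4 with library totals, 4 with no filter, 3 with the batch term, 2 with the newer quasi-likelihood estimate and 5 with DESeq2. The genes added were Taar3, Taar5, Taar7a and Taar9, of which Taar3, Taar7a and Taar9 had an edgeR adjusted p of 0.0553 in the report. The single gene in the any-genotype test became 3 with the batch term, 2 with the newer estimate and 6 with the DESeq2 likelihood ratio test. The cause was not tested for DESeq2, which in the simulation also called more unchanged genes.

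The summed olfactory Taar level was lower in homo in every fit, with log2 values from −1.07 to −0.88. For het against WT it was −0.19 with the batch term and passed there (p 0.0385). Its excess over the additive mean was 0.21 with the batch term and passed there as well (p 0.0143). The batch term takes the difference of replicate number 1 out of the spread. The OR median of 0.21 lost its call with the estimated correlation (0.21, p 0.0556) and under fry (0.21, p 0.106), which both allow for the OR genes moving together from library to library.

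The replicate numbers were taken to pair het with WT and het with homo, but not WT with homo, where the libraries of replicate 3 did not deviate together (−0.054). Between het and homo, numbers 2 and 3 correlated more across numbers (0.602 and 0.565) than within them (0.402 and 0.279). In a fit with the replicate block, homo against het gave 3 genes (Taar6, Taar7a and Taar9). The excess of the het level over the additive mean then passed for the summed level (0.21, p 0.0208) and for Taar6 (0.40, adjusted edgeR p 0.0445). The block changed no other call in these comparisons. For homo against WT the block gave 3 genes (Taar6, Taar7a and Taar9), and for the any-genotype test 3.

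Sign changes occurred only in results that were within their error. With library totals Taar7b in het was 0.0050. In homo, Olfr578 was −0.0068 with the block, −0.0080 with the batch term and −0.0051 under limma-voom. With the Xist level as a covariate, Taar2, Taar7a and Taar7f in het were 0.0073, 0.00017 and −0.028. Across the fits that left out 1 library, values in homo ranged from −0.14 to 0.21 for Taar7b, −0.10 to 0.25 for Taar7d, −0.10 to 0.052 for Stx7, −0.092 to 0.15 for Moxd1, −0.16 to 0.11 for Olfr578, −0.26 to 0.016 for Olfr552 and −0.031 to 0.11 for Omp. In het they ranged from −0.12 to 0.058 for Taar2, −0.23 to 0.064 for Taar7a, −0.21 to 0.12 for Taar7b and −0.26 to 0.33 for Taar7f. The sign changed without WT replicate 1 or het replicate 1 for Taar2, without WT replicate 2 or het replicate 1 for Taar7a, without WT replicate 1 or het replicate 3 for Taar7f, and without WT replicate 2 or 3 or het replicate 1 or 2 for Taar7b. The excess of Taar3 over the additive mean ranged from −0.015, without het replicate 1, to 0.52. Beyond leaving out libraries, the cause was not tested. Scaling by library totals moved the median log2 fold change of all genes from 0.0041 to 0.025. Taar8a and Taar8c had 0 counts in homo, so their folds are given only as lower bounds, whose size follows from the chosen floor of 3 counts per library.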

Other observations

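Apart from the regrouping of libraries, the tests below were chosen only after the pattern they bear on had been seen. The values measured by the tests of the inflammation list, of GC content and length and of class I OR genes had not been looked at when those tests were written down.

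Regrouping the libraries gave a view of chance. Of the 10 splits of the 6 WT and homo libraries, 1 gave as many genes as the real one, which was the real split itself. The same was true for the count of olfactory Taar genes (1 of 10) and for that adjusted over the list alone (1 of 10), and the other splits gave 0 genes. With 10 splits a share under 0.1 cannot be reached. For homo against het 2 of 10 splits gave as many genes, and the other one gave 3 genes, 0 of them Taar genes. Of the 4 splits that part all 3 pairs of libraries with the same number, as the real one does, 1 gave as many, the real one. For het against WT, where 0 genes passed, all 10 of 10 splits gave as many. For the OR median 2 of 10 splits were as far from 0. Of 100 drawn splits of the 9 libraries into 3 groups, 12 gave as many genes as the any-genotype test, the real one included. Of these, 6 set the libraries of replicate number 1 apart and gave between 4621 and 5552 genes, 3 others kept the homo libraries together, and 2 did neither and gave at most 2 genes. With replicate number 1 as a batch term the any-genotype test gave 3 genes. For olfactory Taar genes 10 of 100 splits gave as many. These were the 4 that kept the homo libraries together, the real one included, and the 6 that set replicate number 1 apart. In those 6, 1 or 2 Taar genes stood among the 4621 to 5552 genes.

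Distance from the deleted element did not order the falls, although Taar6 and Taar7a, which border the interval, both fell. Over the 14 olfactory Taar genes, the rank correlation across genes between log2 fold change and distance from the interval between Taar6 and Taar7a was −0.053 (Spearman, permutation p 0.858, Pearson r −0.03), and genes are not independent replicates. Here Taar3, Taar8a and Taar8c were entered at their bounds. It was −0.0866 over the 11 other genes and −0.383 with fitted values for all 14 (permutation p 0.175), while falls that weaken with distance would give a positive value. Taar7b, at 7.54 kb, changed by 0.05 (SE 0.26), while Taar9, at 116 kb, changed by −3.41 (SE 0.34). These values argue against distance alone as what decides a fall. Reads shared between close copies could hide a fall in Taar7b, Taar7d and Taar7e. Their unique 50-base windows made up 59.6%, 70.5% and 46.1%, against 61.4% in Taar7a and 48.7% in Taar7f, which both fell. If the unique part of each gene had fallen as much as Taar7f did and the shared part had kept all its reads, the log2 fold change would have been −0.58 in Taar7b and −0.72 in Taar7d. The observed values of 0.05 and 0.10 lay 2.45 and 3.47 SE above these, which argues against a hidden fall of that size, although Taar7b was −0.14 without WT replicate 1. For Taar7e the same calculation gave −0.43, and the observed −0.31 lay 0.579 SE above it. These reads therefore cannot tell a hidden fall from no fall there. By in situ hybridization with a separate Taar7e probe, the paper found no significant change in the number of cells expressing it. The distances in SE use the error of each gene alone and leave out that of the Taar7f fall (SE 0.34). Whether the Taar genes differ in how much they need this element, or in what other elements they use, was not tested with these libraries. The paper addressed it in other mouse lines. There, deletion of another enhancer, between Taar1 and Taar2, significantly lowered Taar2 and Taar7b among other Taar genes. Deletion of both enhancers was reported to eliminate all TAAR neurons.

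OR genes lay slightly higher in homo as a set, with a median of 0.21. The median was 0.18 without WT replicate 3, which argues against that library as the source. The summed OR level was higher in homo than in WT at all 3 replicate numbers, with 1 library per genotype at each. Replicate number 1 occurs once in each genotype, so a constant difference between it and the others cannot make the shift. Single libraries are too few to decide whether the size of the shift differs between replicate number 1 and the others. Of 10000 lists of other genes matched on GC content, transcript length and expression, 0% reached the OR median and the lists ranged from −0.06 to 0.03, which argues against GC content or gene length. The lists were matched for 1086 OR genes (99.8%). Class I OR genes, an older group of 124 genes taken here from chromosome 7 (102476579 to 105369355 in mm10), did not account for the shift. Their share of OR reads was at most 11.0% in homo and 10.2%, 9.76% and 12.7% in the WT libraries, and the medians were 0.14 for class I and 0.22 for the other OR genes. A higher share of mature neurons remains possible. The 5 mature neuron markers had a median of 0.087, under the limit set for this test, but their SEs of 0.0947 to 0.119 are as large, so this cannot be told apart. A move of neurons from a Taar gene to an OR gene could add only little. The whole loss in Taar reads was 19.9 CPM, against an OR level of 3533 CPM in WT. The gain of 502 CPM (SE 314) in OR reads was 25.2 times that loss, above the limit set for this test. A moved neuron with as many OR reads as it had Taar reads could not account for a gain of that size. The gain itself is not beyond its error. Given the estimated-correlation p of 0.0556 and the splits above, the shift itself may be chance.

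WT replicate 3 lay apart from the other libraries. Its root mean square log2 distance from the other WT libraries was 0.558. Its Taar6 level was 6.27 CPM, above the het libraries (4.73 ± 0.436, SD, n = 3, highest 5.23), which argues against a mislabelled genotype. Xist and the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y split the libraries by sex: in 4 libraries, WT replicate 3, het replicates 1 and 3 and homo replicate 1, the Y-linked counts exceeded Xist. The other 3 of these lay 0.337 to 0.455 from the rest of their genotype, less than WT replicate 3, which argues against sex as the whole cause. A list of 12 inflammation genes, including Lcn2, S100a8, S100a9, Cxcl2 and Il1b, was higher in WT replicate 3 than in the other WT libraries for 12 of 12 genes, with a median log2 difference of 3.89. This lay above 100% of 10000 random lists matched on expression. An inflammatory response in the tissue of that animal is a candidate explanation. The idea of the list arose after that library was seen to lie apart, from the high levels of other immune genes in it. Inflammation was not part of the design and its origin was not tested.

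Vnn1 and Vnn3 were the neighbouring genes with the lowest values in homo, at −1.47 and −2.57. Without WT replicate 3 they were −0.36 and −1.05, so that the difference may come mostly from that library and not from the deletion.

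The libraries of replicate number 1 differed from the rest in all 3 genotypes. At the same threshold, 1074 genes were higher and 697 lower in replicate number 1. On the first principal component, with 45.8% of the variance, they lay between −31.0 and −28.5 and the other libraries between 1.63 and 41.6. Rn45s, a ribosomal RNA gene, stood at 341 to 363 CPM on library totals in replicate number 1 and at 1011 to 1458 in the others. Of the replicate 1 libraries 2 had Y-linked counts above Xist, and so had 2 of the other 6, which argues against sex. The rank correlation across 19019 genes of the difference with GC content was 0.382 and with transcript length −0.0195, so a difference in library preparation or sequencing that acts on GC content may contribute, and genes are not independent replicates. A lower share of olfactory neurons would raise the markers of all other cell types. The median log2 difference was 1.2 for basal markers and 0.92 for ciliated markers, but −0.056 for the 4 sustentacular markers, which ranged from −0.21 to 0.01 with SEs of 0.0799 to 0.184. This argues against a lower share of neurons as the whole cause. The 3 secretory markers went both ways (Obp1a −1.89, Bpifb3 −0.25, Obp2a 0.70) and decide nothing. It was −0.04 for mature neurons and 0.59 for immature neurons, so a larger share of basal cells and immature neurons, or of ciliated tissue in the dissection, stays open and was not tested. The blood genes Hba-a1, Hbb-bs and Hbb-bt were listed at 0 in all 9 libraries and say nothing on blood. Because replicate number 1 occurs once in each genotype, it is not confounded with genotype.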
